# Functional analysis of AEBP2, a PRC2 Polycomb protein, reveals a Trithorax phenotype in embryonic development and in ESCs

**DOI:** 10.1242/dev.123935

**Published:** 2016-08-01

**Authors:** Anne Grijzenhout, Jonathan Godwin, Haruhiko Koseki, Michal Ryszard Gdula, Dorota Szumska, Joanna F. McGouran, Shoumo Bhattacharya, Benedikt M. Kessler, Neil Brockdorff, Sarah Cooper

**Keywords:** Chromatin, Polycomb, Trithorax, PRC2, AEBP2, Mouse

## Abstract

The Polycomb repressive complexes PRC1 and PRC2 are key mediators of heritable gene silencing in multicellular organisms. Here, we characterise AEBP2, a known PRC2 co-factor which, *in vitro*, has been shown to stimulate PRC2 activity. We show that AEBP2 localises specifically to PRC2 target loci, including the inactive X chromosome. Proteomic analysis confirms that AEBP2 associates exclusively with PRC2 complexes. However, analysis of embryos homozygous for a targeted mutation of *Aebp2* unexpectedly revealed a Trithorax phenotype, normally linked to antagonism of Polycomb function. Consistent with this, we observe elevated levels of PRC2-mediated histone H3K27 methylation at target loci in *Aebp2* mutant embryonic stem cells (ESCs). We further demonstrate that mutant ESCs assemble atypical hybrid PRC2 subcomplexes, potentially accounting for enhancement of Polycomb activity, and suggesting that AEBP2 normally plays a role in defining the mutually exclusive composition of PRC2 subcomplexes.

## Abstract (precis)

**Highlighted article:** Targeted mutation of the Polycomb protein AEBP2 in mouse provides evidence for a role for this factor in defining the composition and activity of PRC2 complexes.

## INTRODUCTION

Polycomb group proteins, which were initially identified for their role in heritable silencing of Hox gene clusters in *Drosophila melanogaster*, are highly conserved in vertebrates (Simon and Kingston, 2009). There are ∼1500-2000 Polycomb target genes in mouse embryonic stem cells (ESCs), and the majority of these encode important developmental regulators (Ku et al., 2008). Polycomb proteins confer epigenetic repression by modification of chromatin. The Trithorax group proteins act to antagonise Polycomb function and have a role in developmental gene activation (Steffen and Ringrose, 2014).

There are two major Polycomb repressive complexes, PRC1 and PRC2, which ubiquitylate histone H2A lysine 119 (H2AK119u1) and methylate histone H3 lysine 27 (H3K27me1/2/3), respectively. Six major variant PRC1 complexes, defined by the presence of different Polycomb group RING-finger subunits (Gao et al., 2012), are present in mammals and are thought to have distinct roles in targeting/maintenance of H2AK119u1 (Isono et al., 2013; Blackledge et al., 2014). The PRC2 core complex consists of the catalytic SET domain-containing subunit EZH1/2 and core subunits EED, SUZ12 and RbAp46/48 (also known as RBBP7/4). Additionally, there are non-stoichiometric accessory factors that associate with PRC2. In mammals, these include AEBP2, JARID2, PHF1 (PCL1), MTF2 (PCL2), and PHF19 (PCL3) (Shen et al., 2009; Casanova et al., 2011; Ballaré et al., 2012; Cai et al., 2013; Alekseyenko et al., 2014).

The roles of the different PRC2 accessory proteins are not well defined, although there is evidence that they can stimulate the catalytic activity of the core complex or can play a role in PRC2 recruitment (Cao and Zhang, 2004; Nekrasov et al., 2007; Casanova et al., 2011; Li et al., 2011; Brien et al., 2012; Hunkapiller et al., 2012). For example, human PCL1 (PHF1) has been shown to enhance enzymatic activity of PRC2 *in vitro*, and *PCL1* knockdown leads to reduced levels of H3K27me3 (Cao et al., 2008; Sarma et al., 2008). JARID2 depletion has no effect on global H3K27me3 levels, although both reduced and increased H3K27me3 levels have been reported to occur at Polycomb target genes in *Jarid2* knockouts or knockdowns (Peng et al., 2009; Shen et al., 2009; Landeira et al., 2010; Li et al., 2010; Pasini et al., 2010). Interestingly, a recent report has implicated a PRC2 complex containing the substoichiometric subunits AEBP2 and JARID2 in binding to nucleosomes containing the modification deposited by PRC1, H2AK119u1 (Kalb et al., 2014). Moreover, AEBP2, and to a lesser extent JARID2, were found to stimulate PRC2 activity on H2AK119u1-modified nucleosomes *in vitro*.

The substoichiometric PRC2 subunit AEBP2 has a long and short isoform, both containing a zinc-finger domain and a K/R-rich domain, which are highly conserved in mammals. These domains are also present in the C terminus of a homologous protein (Jing) in *Drosophila*. AEBP2 was first identified in a screen for factors that bind to the upstream region of the adipose *aP2* gene (also known as *Fabp4*) (He et al., 1999). Based on the proposed ability of the zinc-finger domain to bind to DNA, it has subsequently been suggested that AEBP2 could play a role in recruitment of PRC2 (Kim et al., 2009). Homozygous *Aebp2* loss of function led to early embryonic lethality but Polycomb phenotypes were not reported (Kim et al., 2011). Therefore, the role of AEBP2 in Polycomb biology remains largely undefined.

In *Drosophila*, removal of Jing leads to a variety of developmental phenotypes, including a defect in border cell migration and in differentiation of CNS midline neurons and glia. Interestingly, Culi et al. (2006) showed that *jing* mutants genetically interact with mutants in the PRC1 component Polycomb and display a similar yet milder phenotype in the wing. A recent study reported that heterozygote *Aebp2* mutant mice display an array of defects indicative of a role for AEBP2 in neural crest development (Kim et al., 2011).

Here, we report that homozygous mutant *Aebp2* mice unexpectedly display a Trithorax phenotype. Consistent with this, we observe an increase of H3K27me3 at PRC2 target genes in *Aebp2* mutant mouse (m)ESCs. Our biochemical analysis shows that AEBP2 is exclusively in the PRC2 complex and is present at the promoters of PRC2 target genes. Importantly, we demonstrate a role for AEBP2 in defining PRC2 accessory subunit composition. We suggest that perturbance of this function in *Aebp2* mutant ESCs may lead to aberrant PRC2 activity, which could account for the observed increase of H3K27me3 at PRC2 targets and the Trithorax phenotype.

## RESULTS AND DISCUSSION

### Removal of AEBP2 in mice leads to a Trithorax phenotype

To investigate the role of AEBP2 within the PRC2 complex, we established a knockout mouse model that truncates *Aebp2* transcripts for both the long and short isoforms before exon 2 (*Aebp2^tr^*), resulting in a protein that does not contain the conserved zinc-finger and KR domains (Fig. 1A; Fig. S1A). As expected, no *Aebp2* transcripts containing downstream exons 3-8 were detected in homozygous mESCs (Fig. 1B). In crosses between *Aebp2^tr/+^* heterozygote mice, no *Aebp2^tr/tr^* homozygotes were recovered after weaning (compared with 45 *Aebp2^+/+^* and 85 *Aebp2^tr^^/+^*), demonstrating a requirement for AEBP2 in normal development. We went on to characterise embryos isolated at different developmental stages. *Aebp2^tr/tr^* homozygotes were recovered up until late gestation/early postnatal stages (8 *Aebp2^+/+^*, 18 *Aebp2^tr^/^+^* and 7 *Aebp2^tr/tr^* at E15.5; 22 *Aebp2^+/+^*, 50 *Aebp2^tr^/^+^* and 16 *Aebp2^tr/tr^* at E18.5). This finding contrasts with a previous analysis of an *Aebp2* gene trap mouse line (inserted into intron 1) in which embryonic lethality occurred before E10.5 (Kim et al., 2011). This difference may be attributable to use of a dissimilar genetic background and/or mutant allele, particularly given that the authors also observed enlarged colon and hypopigmentation in heterozygotes, which we do not observe. To investigate post-natal lethality in *Aebp2^tr/tr^* animals further, we carried out magnetic resonance imaging (MRI) and micro computed tomography (microCT) analysis at E15.5 (Fig. S1B). Although we did not observe major defects, mutant embryos (5/7) had enlarged jugular lymphatic sacs and two embryos also showed oedema, which together may indicate abnormal cardiac function.

**Fig. 1.**
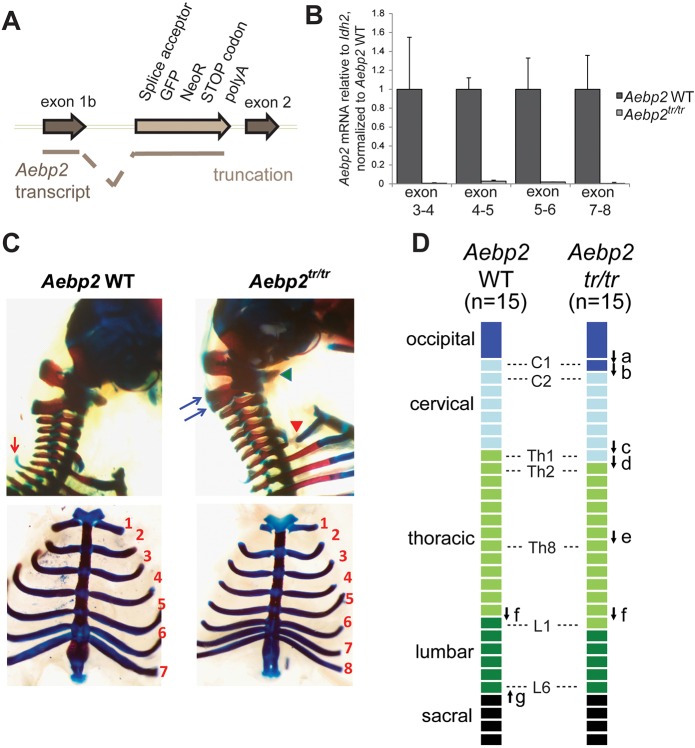
***Aebp2* truncation leads to perinatal lethality and anterior homeotic transformations.** (A) Insertion of the splice acceptor cassette in front of exon 2 leads to trapping of the transcript and a protein product that contains the first 217 amino acids (aa) of AEBP2, encoded in exon 1b, fused to green fluorescent protein (GFP) and aminoglycoside 3′ phosphotransferase (NeoR). (B) The levels of *Aebp2* mRNA transcripts containing exons downstream of the trapping cassette are severely reduced in *Aebp2^tr/tr^* mESCs compared with the parental WT *Aebp2* mESCs. Error bars indicate s.d. (C) Lateral views of the occipito-cervical region (top panels) and ventral views of the rib cage (bottom) of *Aebp2* WT (left) and *Aebp2^tr/tr^* (right) foetuses. In *Aebp2^tr/tr^* foetuses, the ventral region of the atlas (C1, indicated by a green arrowhead) is fused to that of the axis (C2). Ventral ossification centre of the atlas was laterally expanded and acquired similar features to occipital bone. The dorsal region of the axis was cranio-caudally expanded and partially bifurcated (indicated by blue arrows). The proximal region of the rib associated with the first thoracic vertebra (Th1) was not formed (indicated by a red arrowhead). The prominent dorsal process, which is associated with the Th2 in the *Aebp2* WT (indicated by a red arrow), is not formed in the *Aebp2^tr/tr^*. Bottom panel also shows association of the 8th rib to the sternum. (D) Schematic summary for homeotic transformations of the axis in the *Aebp2^tr/tr^* foetuses.

A classical Polycomb phenotype in mice is posterior transformation of the skeleton, which is associated with misexpression of Hox cluster genes, and is seen in several PRC1 and PRC2 mutant embryos (van der Lugt et al., 1994; Suzuki et al., 2002; Li et al., 2011). Surprisingly, we observed that *Aebp2^tr/tr^* embryos exhibit the converse phenotype, anterior transformation (Fig. 1C,D; Table 1), which is normally associated with mutation of Trithorax factors that oppose Polycomb function (Ringrose and Paro, 2004). This observation is unexpected given evidence from *in vitro* assays demonstrating that AEBP2 stimulates PRC2 activity (Cao and Zhang, 2004; Kalb et al., 2014).

**Table 1.**
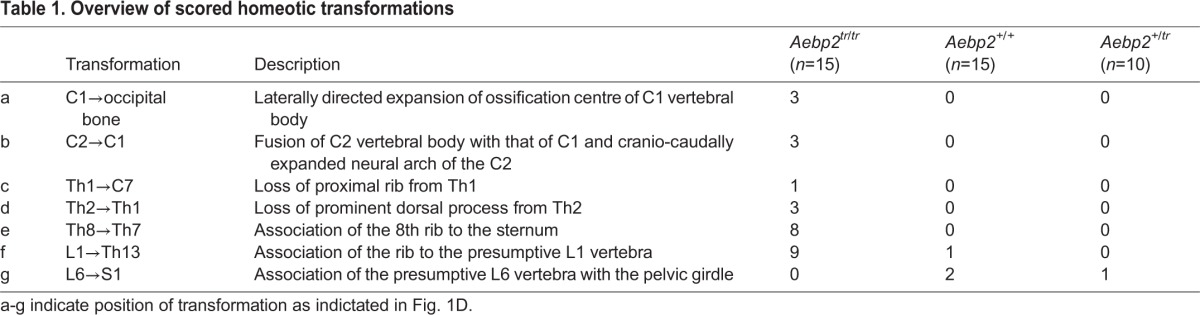
**Overview of scored homeotic transformations**

### AEBP2 is exclusively part of the PRC2.2 subcomplex

To investigate whether AEBP2 might interact with previously undefined factors that could account for the Trithorax phenotype, we analysed the AEBP2 interactome. We purified Flag-2xStrepII-tagged (FS2) AEBP2 expressed in mESCs and used tandem mass spectrometry (LC-MS/MS) to analyse interacting proteins. We identified core PRC2 and JARID2 subunits but found no Trithorax proteins or any other major interacting proteins (Table 2). In addition, gel filtration analysis demonstrated that AEBP2 co-fractionates with PRC2 core components only (Fig. S2A,B). Together, these data suggest that AEBP2 is principally a subunit of PRC2 complexes.

**Table 2.**
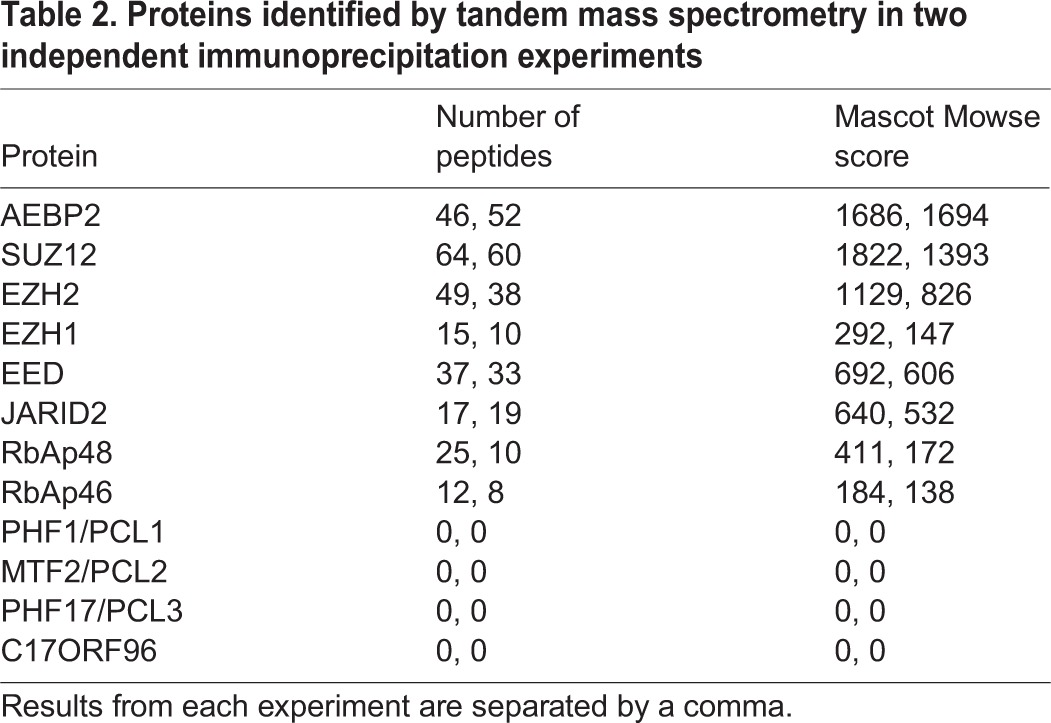
**Proteins identified by tandem mass spectrometry in two independent immunoprecipitation experiments**

Notably, we did not detect PCL1/2/3 or the C17ORF96 homologue protein, which have previously been identified as PRC2 interactors (Table 2). This is consistent with reports in which purification of PCL1/2/3 and C17ORF96 did not detect AEBP2 (Casanova et al., 2011; Brien et al., 2012; Cai et al., 2013; Smits et al., 2013; Alekseyenko et al., 2014). We validated our mass spectrometry analysis by endogenous immunoprecipitation. Although EZH2 clearly immunoprecipitated PCL2 (Fig. 2A), there was no detectable PCL2 in the AEBP2 immunoprecipitate and JARID2 showed a very weak interaction with PCL2. We also used stably expressing FS2-AEBP2 and FS2-C17ORF96 homologue mESC lines to show that tagged AEBP2 did not immunoprecipitate PCL2, and that tagged C17ORF96 homologue did not immunoprecipitate AEBP2 or JARID2 (Fig. 2B). Therefore, consistent with previous studies (Alekseyenko et al., 2014), we conclude that there are two major PRC2 subcomplexes, containing PCL/C17ORF96 and JARID2/AEBP2, that we refer to as PRC2.1 and PRC2.2, respectively (Fig. 2C). Furthermore, AEBP2 is exclusively part of this PRC2.2 complex.

**Fig. 2.**
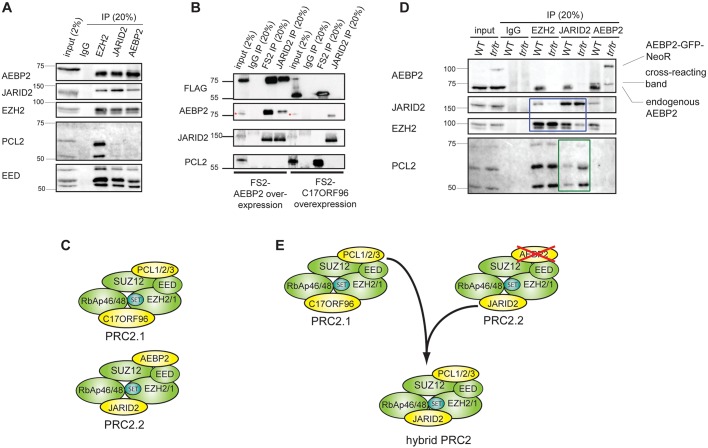
**AEBP2 is part of the PRC2.2 subcomplex and defines accessory substoichiometric subunit association.** (A) Immunoprecipitation of endogenous PRC2 subunits EZH2, JARID2 and AEBP2 in E14 mESCs. Bands of different molecular weight seen in the immunoblots of PCL2 and EED represent different isoforms of the proteins. (B) Immunoblot of co-immunoprecipitation of FS2-tagged AEBP2 (PRC2.2) and FS2-tagged C17ORF96 (PRC2.1) using either the Flag-2xStrepII (FS2) antibody, or the JARID2 antibody, illustrating that each complex associates with different PRC2 factors. The red asterisks indicate cross-reacting bands (see also Fig. S2B). (C) Schematic of PRC2.1 and PRC2.2 subcomplexes. (D) Immunoblot analysis of co-immunoprecipitation experiments to analyse the composition of PRC2 complexes. The blue box highlights the lanes that show a decreased association of EZH2 and JARID2 in *Aebp2^tr/tr^* mESCs, and the green box highlights the lanes showing an increased association of PCL2 and JARID2 upon loss of AEBP2. (E) Model of altered complex composition after AEBP2 depletion.

### AEBP2 defines PRC2 accessory subunit composition

To investigate PRC2 subunit composition in the absence of AEBP2, we analysed homozygous mutant *Aebp2* mESCs. The *Aebp2^tr/tr^* mESCs exhibited normal growth characteristics, cellular morphology and self-renewal capacity (Fig. S3A). Gel filtration analysis indicated that core PRC2 complexes are not significantly altered in *Aebp2^tr/tr^* compared with wild-type (WT) mESCs (Fig. S3B). Co-immunoprecipitation analysis, however, revealed two compositional differences in the association of accessory PRC2 factors in *Aebp2^tr/tr^* mESCs. First, association of JARID2 with PRC2 was clearly reduced (Fig. 2D, blue boxed bands). Second, we observed relatively high levels of PCL2 in JARID2-containing complexes (Fig. 2D, green boxed bands). These compositional changes suggest that AEBP2 plays a role in promoting JARID2 inclusion into PRC2.2 and that, in the absence of AEBP2, there are elevated levels of a hybrid PRC2 complex containing both PCL2 and JARID2 subunits (Fig. 2E).

### AEBP2 is enriched at PRC2 targets and the inactive X chromosome

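ChIP-seq recovers the DNA fragments that an antibody pulls down with a protein or a histone mark, and regions where the sequenced fragments pile up above background are called as peaks. The data analysed here are 5 lists of peaks that the authors called in wild-type (WT) mouse embryonic stem cells (mESCs). Endogenous AEBP2 and H3K27me3, the histone mark that PRC2 deposits, have 2 lists each, 1 per replicate. FS2-AEBP2, which is AEBP2 carrying an N-terminal Flag-StrepII tag and expressed from a plasmid, has 1 list and therefore no replicate. SUZ12, the input libraries and the Aebp2 tr/tr cells were not analysed here. The ChIP for FS2-AEBP2 followed another protocol than the ChIP for the endogenous proteins, with beads blocked with bovine serum albumin and yeast tRNA. The paper's methods name E14 mESCs for the tagged protein, whereas the sample labels name the same male line for all 5 samples. Peaks were called by the authors separately in each sample. The peak names of the AEBP2 replicate 1 and FS2-AEBP2 lists carry the name of the peak caller MACS2, the other lists do not name their caller, and all 5 have the layout of broad peaks. Each list gives the start and end of a peak and a whole-number score from the peak caller. The scale of this score is not stated, so it was used only to rank peaks within a list. The lists hold no read counts, so the sequencing depth behind them is unknown. Coordinates are those of the mm9 build of the mouse genome. Counting chromosomes 1 to 19, X and Y, there were 2877 AEBP2 peaks in replicate 1 and 6779 in replicate 2, and 2884 FS2-AEBP2 peaks. H3K27me3 had 14112 peaks in replicate 1 and 9275 in replicate 2. The median peak length was 1193 bp and 855 bp in the AEBP2 replicates, 893 bp for FS2-AEBP2, and 2073 bp and 2244 bp in the H3K27me3 replicates. The AEBP2 peaks covered 0.215% and 0.414% of these chromosomes, the FS2-AEBP2 peaks 0.207%, and the H3K27me3 peaks 1.83% and 1.21%. Peaks of both replicates were joined wherever they overlapped by at least 1 bp, and the joined regions that held a peak of each replicate were kept, which gave 2410 AEBP2 regions and 5801 H3K27me3 regions. Overlaps were counted from 1 bp upwards and compared with 1000 random placements of the tested peaks on their own chromosomes, as a one-sided permutation test of positions. A peak is missed where its signal falls under the authors' threshold, so the absence of a peak does not show the absence of binding. All intervals given for percentages are 95% Wilson intervals, which cover counting error over peaks but not differences between experiments.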

To investigate the genome-wide binding profile of the specific AEBP2-containing PRC2.2 complex, we performed chromatin immunoprecipitation sequencing (ChIP-seq) analysis in mESCs, both for epitope-tagged and endogenous AEBP2, and, as a control, SUZ12 and H3K27me3. The broad occupancy over CpG island target promoters observed for other PRC2 components is also evident for AEBP2, for example at the *HoxA* locus (Fig. 3A) and the *Gata6* promoter (Fig. S3C). 

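The HoxA cluster on chromosome 6 holds 11 Hox genes. Of its 105509 bp, AEBP2 peaks covered 57.7% in replicate 1 and 70.8% in replicate 2, FS2-AEBP2 peaks 93.7%, and H3K27me3 peaks 87.7% and 98.2%. The longest AEBP2 peak of the cluster was 11712 bp in replicate 1, from 52161251 to 52172962, and 15235 bp in replicate 2, from 52189886 to 52205120. A single FS2-AEBP2 peak from 52141628 to 52188519 measured 46892 bp and was the second longest of its list. Windows of 500 bp with a GC content of at least 55% and an observed to expected CpG ratio of at least 0.65 were joined as CpG-island-like regions. The cluster holds 26 of these, and 24 of them had an AEBP2 peak in replicate 1, against all 26 in replicate 2 and for FS2-AEBP2.

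**Figure D1:**
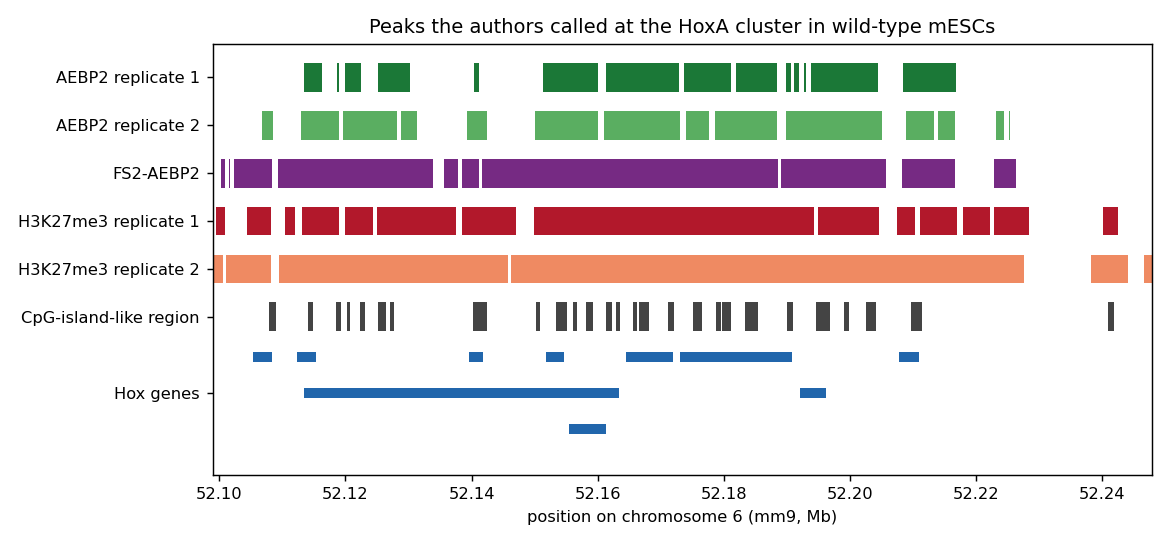
Map of the HoxA cluster on chromosome 6 (mm9, position in Mb on the x axis), with each bar a peak of the named list, a CpG-island-like region or a Hox gene. The H3K27me3 peaks of replicate 2 cover 98.2% of the cluster and the AEBP2 peaks of replicate 1 cover 57.7%, with gaps between peaks in every list.

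Gata6 (ENSMUSG00000005836) lies on the plus strand of chromosome 18 from 11052508 to 11085633, and a CpG-island-like region of 970 bp, from 11052221 to 11053190, contains its transcription start site. This site lay inside 1 peak of every list. The AEBP2 peak ran from 11048056 to 11055786 in replicate 1 (7731 bp) and from 11047070 to 11056600 in replicate 2 (9531 bp). The FS2-AEBP2 peak ran from 11046579 to 11056520 (9942 bp), and the H3K27me3 peaks measured 12140 bp and 16354 bp. The score of the AEBP2 peak was above that of 88.3% of the peaks of replicate 1 and 89.4% of those of replicate 2.
Genome-wide, a CpG-island-like region was found in 87.9% of AEBP2 peaks in replicate 1 (interval 86.6 to 89.0) and 85.3% in replicate 2 (84.4 to 86.1), where random placement gave 2.45% and 2.18% (permutation test, p = 0.001 for each, the smallest that the placements can give). For FS2-AEBP2 the share was 73.1% (71.4 to 74.6), and for H3K27me3 it was 29.3% in replicate 1 and 51.1% in replicate 2. Among joined regions found in both replicates, which are longer than single peaks, it was 68.3% for H3K27me3 and 93.8% for AEBP2. Of the 20746 CpG-island-like regions of the genome, 15.2% had an AEBP2 peak in replicate 1 and 31.8% in replicate 2.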

Recruitment of AEBP2 to the Hox genes is consistent with the homeotic transformations observed in the *Aebp2^tr/tr^* embryos. 

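AEBP2 peaks were called at all 4 Hox clusters. In mm9 these are HoxA, HoxB on chromosome 11 from 96055630 to 96229570, HoxC on chromosome 15 from 102751534 to 102867274, and HoxD on chromosome 2 from 74506367 to 74603200. They hold 39 Hox genes, and a peak lay within 1 kb of the transcription start site of 37 of them in AEBP2 replicate 1, of all 39 in AEBP2 replicate 2 and of 38 for FS2-AEBP2. Hoxd4 had no such peak in AEBP2 replicate 1 or for FS2-AEBP2. Each H3K27me3 replicate had a peak at all 39. AEBP2 peaks covered from 49.2% (HoxB) to 70.8% (HoxC) of the clusters in replicate 1 and from 63.4% (HoxB) to 88.6% (HoxC) in replicate 2. FS2-AEBP2 peaks covered from 59.9% (HoxB) to 93.7% (HoxA). The longest AEBP2 peak of each replicate was at a Hox cluster. In replicate 1 it measured 52311 bp at HoxC, from 102781626 to 102833936, and in replicate 2 it measured 87283 bp at HoxB, from 96129329 to 96216611. The highest score of the FS2-AEBP2 list, 130, belonged to a peak of 8526 bp at HoxD, from 74502701 to 74511226, which contains the Hoxd13 transcription start site. In the AEBP2 replicates the highest-scoring peak of HoxD ranked above 97.4% of the list in each, but was not among the 3 highest of either. The paper relates the recruitment of AEBP2 to the Hox genes to the homeotic transformations of the mutant embryos.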

The majority of AEBP2-bound sites are also bound by SUZ12 and H3K27me3 (Fig. 3B), suggesting that AEBP2 does not localise to sites other than PRC2 targets. Similarly, the majority of SUZ12 sites show enrichment for AEBP2 (Fig. 3C) and, consistent with this, 79.2% of published bivalent promoters (Brookes et al., 2012; Mikkelsen et al., 2007) that contain an H3K27me3 peak in our cells also contain a peak of AEBP2 (Fig. S3D). 

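Of the 2877 AEBP2 peaks of replicate 1, 2061 overlapped an H3K27me3 region found in both replicates, which is 71.6% (interval 70.0 to 73.3). Of the 6779 AEBP2 peaks of replicate 2, 3488 did, or 51.5% (50.3 to 52.6), and of the 2884 FS2-AEBP2 peaks 2380 did, or 82.5% (81.1 to 83.9). Random placement gave 2.10%, 2.02% and 2.05%, and no placement reached the observed number (permutation test, p = 0.001 for each). The difference between the AEBP2 replicates is larger than the counting error of either. Of the joined regions found in both AEBP2 replicates, 1762 of 2410 overlapped H3K27me3, or 73.1%. The alternative that moved the value of replicate 2 most was to keep only its peaks with a score at or above the median, which gave 58.7%, while keeping only H3K27me3 peaks with a score at or above the median lowered it to 45.3% and joining peaks within 1 kb to 49.9%. Counting H3K27me3 peaks of either replicate gave 73.2% for AEBP2 replicate 1, 54.4% for AEBP2 replicate 2 and 84.0% for FS2-AEBP2.
In the endogenous lists the overlap did not rise steadily with the score of the peak, while for FS2-AEBP2 it did. In AEBP2 replicate 1 it was 70.1% for scores from 1 to 4, 78.6% from 10 to 19, 28.6% from 30 to 49, and 1 of 44 peaks with a score of 50 and above. In replicate 2 it rose from 40.8% for scores from 1 to 4 to 72.4% from 30 to 49 and was 21.6% in the 116 peaks with a score of 50 and above. For FS2-AEBP2 it was 77.6% for scores from 1 to 4 and 97.4% in the 156 peaks with a score of 50 and above.

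**Figure D2:**
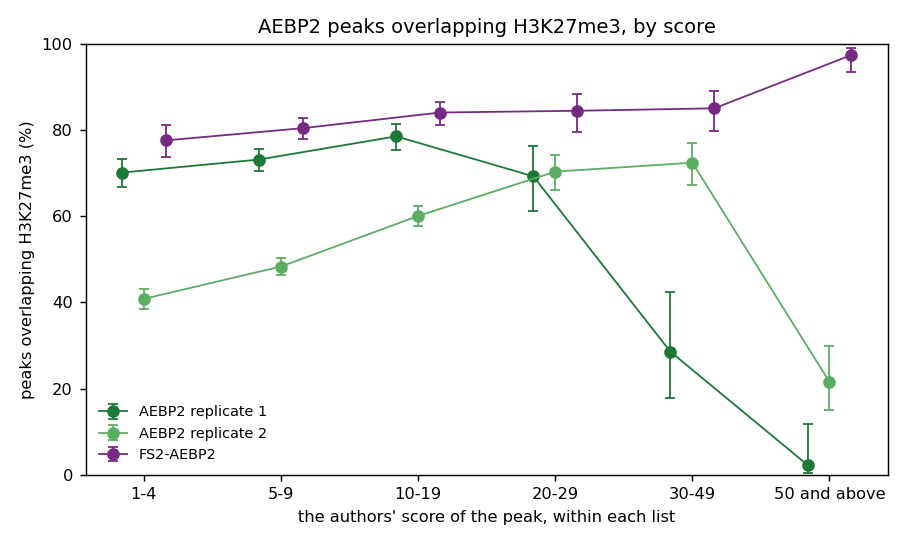
Percentage of AEBP2 and FS2-AEBP2 peaks that overlap an H3K27me3 region found in both replicates (y axis), by the authors' score of the peak within its own list (x axis), with 95% Wilson intervals. FS2-AEBP2 peaks reach 97.4% at a score of 50 and above, where AEBP2 peaks are at 2.27% in replicate 1 and 21.6% in replicate 2.

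The 3 highest-scoring peaks of AEBP2 replicate 1 lay over the transcription start sites of Exoc2 (chromosome 13, 31065463 to 31066538), Snrpb2 (chromosome 2, 142888528 to 142889341) and Rpl22 (chromosome 4, 151699180 to 151700466), and those of replicate 2 over Rpl22, Palb2 (chromosome 7, 129276144 to 129276887) and Vamp4 (chromosome 1, 164500431 to 164501722). Each of these was a CpG-island-like site with a peak in both AEBP2 replicates and no H3K27me3 peak in either replicate, and the peak at Exoc2 was the only one also found for FS2-AEBP2. The 3 highest-scoring FS2-AEBP2 peaks lay at Hoxd13, Uncx (chromosome 5, 140012564 to 140034597) and Pax2 (chromosome 19, 44813967 to 44837213, a score that 1 further peak shares), all with H3K27me3 in both replicates. From the share of AEBP2 sites that SUZ12 and H3K27me3 also occupy in Fig. 3B, the paper proposes that AEBP2 is found at PRC2 targets and not elsewhere. SUZ12 was not analysed here.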

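The published list of bivalent promoters was not used here, so all protein-coding promoters of the GENCODE annotation of mm9 were counted, each taken as the transcription start site and 1 kb on either side. Of 22367 promoters, 3486 overlapped an H3K27me3 region found in both replicates, and 1348 of these also overlapped an AEBP2 region found in both replicates, which is 38.7% (interval 37.1 to 40.3). The share depended on the AEBP2 replicate, with 39.5% (37.9 to 41.1) for the peaks of replicate 1 and 66.5% (64.9 to 68.1) for those of replicate 2, and it was 68.1% (66.5 to 69.6) when a peak of either replicate counted. FS2-AEBP2 peaks were found at 36.9% (35.3 to 38.5). Of the 17935 promoters with no H3K27me3 peak in either replicate, 3.07% (2.83 to 3.33) had an AEBP2 region found in both replicates, 13.9% (13.4 to 14.4) had a peak of AEBP2 replicate 2, and 0.859% (0.734 to 1.00) had an FS2-AEBP2 peak. Among promoters with a CpG-island-like region the AEBP2 share was 44.0% (42.2 to 45.8) with H3K27me3 and 6.13% (5.64 to 6.65) without it for regions found in both replicates, and 74.9% (73.3 to 76.4) and 27.6% (26.7 to 28.6) for the peaks of replicate 2. Widening the promoter to 2.5 kb on either side gave 38.6%.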

Peaks of PCL3, a component on PRC2.1, almost entirely overlap with AEBP2 and JARID2 peaks (Fig. 3D), suggesting that PRC2.2 binds to the same sites as PRC2.1.

**Fig. 3.**
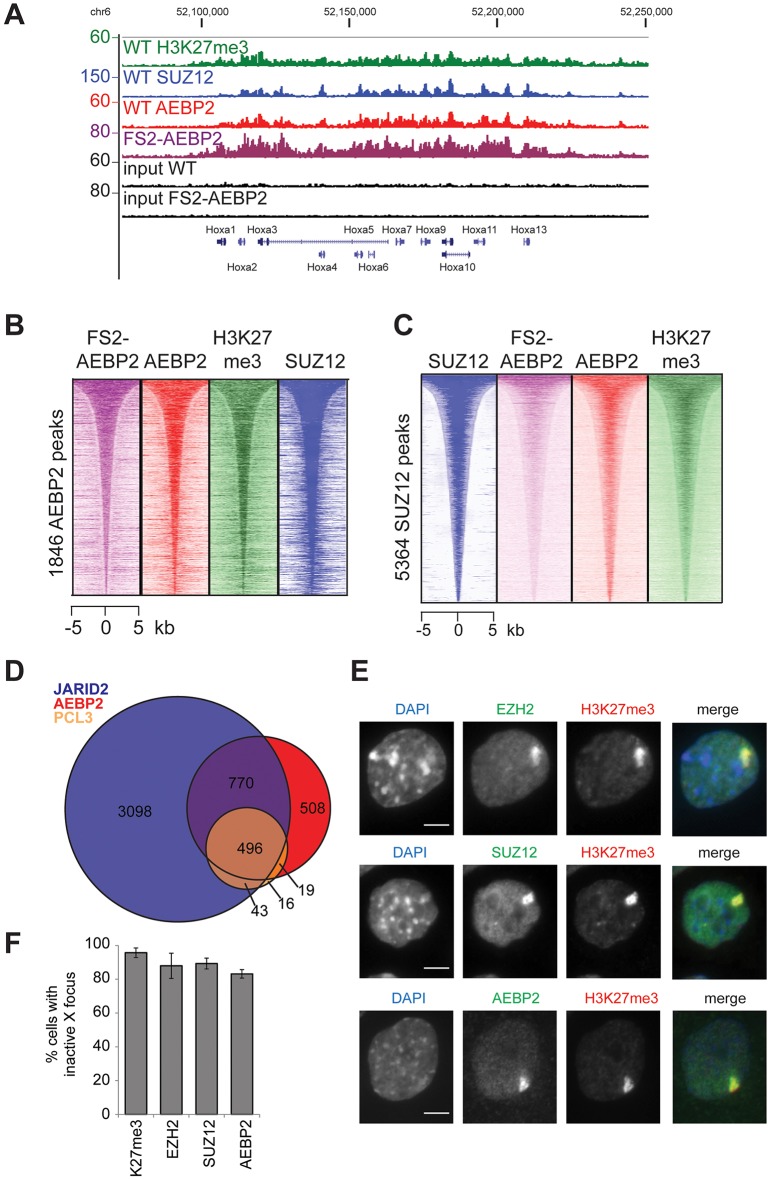
**AEBP2 is enriched at PRC2 target sites.** (A) ChIP-seq profile for SUZ12, H3K27me3, AEBP2 and input, and FS2-AEBP2 and input at the *HoxA* locus. Two repeats of ChIP-seq for the endogenous proteins were performed. Traces from one repeat are shown. (B) Heat-map analysis of AEBP2 peaks (1846), showing ChIP-seq signal for FS2-tagged AEBP2, AEBP2, H3K27me3 and SUZ12 at a 10 kb region centred over the AEBP2 peaks. (C) Heat-map analysis of SUZ12 peaks (5364), showing ChIP-seq signal for FS2-tagged AEBP2, AEBP2 and SUZ12 at a 10 kb region centred over the SUZ12 peaks. AEBP2 and FS2-AEBP2 are enriched at SUZ12 sites. (D) Overlap of peak datasets of JARID2 (Peng et al., 2009), AEBP2 and PCL3 (Brien et al., 2012). (E) Immunofluorescence images indicating overlap of H3K27me3, which marks the inactive X chromosome in trophoblast stem cells, and the PRC2 proteins EZH2, SUZ12 and AEBP2. Scale bar: 5 µm. (F) Quantification of the number of trophoblast stem cells observed with inactive X focus. A minimum of 300 cells were counted in three biological repeats. Error bars indicate s.d.

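Each replicate of endogenous AEBP2 and H3K27me3 has its own peak list. Of the AEBP2 peaks of replicate 1, 2606 of 2877 overlapped a peak of replicate 2, which is 90.6% (interval 89.5 to 91.6), against 1.02% after random placement (permutation test, p = 0.001). In the other direction 2455 of 6779 peaks did, or 36.2% (35.1 to 37.4), as replicate 2 has more peaks. The peaks of replicate 2 that replicate 1 lacked had a median score of 6, and the shared ones a median of 14. Across the 2606 shared peaks the scores of the replicates were correlated with a Spearman rho of 0.564, where peaks are not independent replicates. Of the H3K27me3 peaks of replicate 2, 74.0% (73.1 to 74.9) overlapped a peak of replicate 1, and 44.9% (44.1 to 45.8) of those of replicate 1 overlapped replicate 2. Of the 2884 FS2-AEBP2 peaks, 63.6% (61.8 to 65.3) overlapped an AEBP2 region found in both replicates, against 0.517% after random placement (permutation test, p = 0.001), and 59.0% overlapped AEBP2 replicate 1 and 80.8% replicate 2. The shared base pairs were 0.459 of all those covered by either AEBP2 replicate and 0.482 of those covered by either H3K27me3 replicate.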

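The number of AEBP2 peaks depended on the list. Of the peaks in the lists used here, 2877 were called in AEBP2 replicate 1, 6779 in AEBP2 replicate 2 and 2884 for FS2-AEBP2, and 2410 joined regions held a peak of both AEBP2 replicates. Joining peaks within 1 kb of each other in each list left 2694, 6481 and 2304 peaks and 2331 regions. Keeping only peaks with a score at or above the median of the list left 1520, 3776 and 1481 peaks and 1288 regions. Of the 2410 regions, 1762 overlapped an H3K27me3 region found in both replicates and 1349 of these also overlapped an FS2-AEBP2 peak, while 613 had no H3K27me3 peak in either replicate and 67 of those overlapped an FS2-AEBP2 peak. The paper's text does not name the list from which the peaks of the heat map were taken.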

Both PRC1 and PRC2 proteins are highly enriched on the inactive X chromosome (Xi) in cells of female mammals (Mak et al., 2002; de Napoles et al., 2004). Mouse female trophoblast stem cells contain an inactivated X chromosome that can be visualised by immunofluorescence of H3K27me3. In these cells, we showed that AEBP2, similar to EZH2 and SUZ12, is enriched on the inactive X chromosome (Fig. 3E,F). 

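Seen from the side of the mark, 1590 of the 5801 H3K27me3 regions found in both replicates overlapped an AEBP2 region found in both replicates, which is 27.4% (interval 26.3 to 28.6), against 0.955% after random placement (permutation test, p = 0.001). Among the alternatives set before the data were examined, it rose most when an AEBP2 peak of either replicate counted, to 52.1% (50.8 to 53.4). It fell most when AEBP2 had to cover at least 50% of the region, to 7.07%. Keeping only H3K27me3 peaks with a score at or above the median raised it to 40.6% (39.0 to 42.2) of 3707 regions. Taking H3K27me3 peaks of 1 replicate alone lowered it to 11.6% for replicate 1 and 18.3% for replicate 2. With 1 AEBP2 replicate at a time it was 28.7% for replicate 1 and 50.6% for replicate 2. FS2-AEBP2 peaks were found in 27.6% (26.5 to 28.8) of the regions, and a peak of any of the 3 AEBP2 lists in 53.3% (52.0 to 54.5). The H3K27me3 regions with AEBP2 in both replicates were longer, with a median of 8630.5 bp against 4195 bp for the others, and held 46.0% of the base pairs of all H3K27me3 regions. Among the 1451 shortest regions, from 206 to 3134 bp, 5.44% had AEBP2 in both replicates and 23.8% in either replicate, and among the 1450 longest, from 7909 to 162445 bp, 62.3% and 81.7% did.

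**Figure D3:**
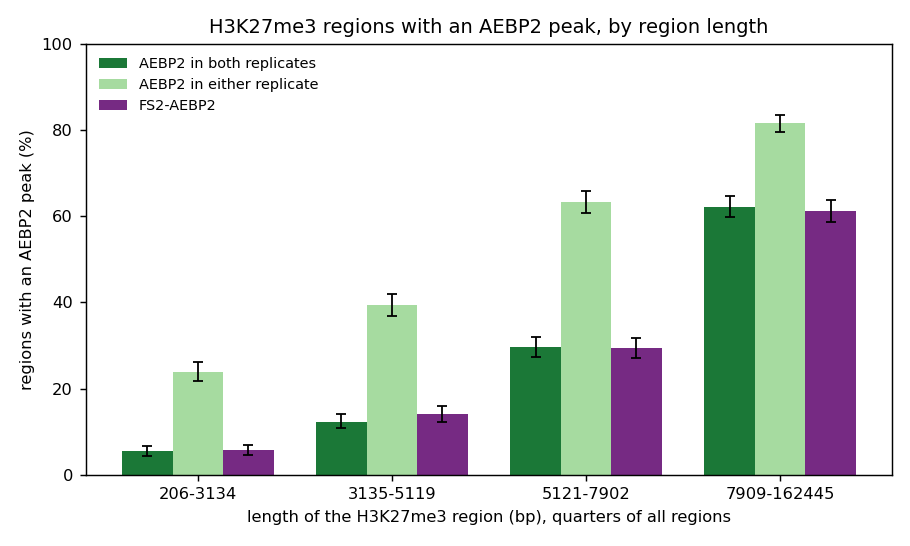
Percentage of H3K27me3 regions with an AEBP2 peak (y axis), in 4 groups of the regions by length in bp (x axis). Bars stand for AEBP2 peaks found in both replicates, AEBP2 peaks of either replicate, and FS2-AEBP2 peaks, with 95% Wilson intervals, and rise from 5.44% to 62.3% for AEBP2 in both replicates.

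Only peaks that passed the authors' threshold were counted, and the random chance that a region overlaps a peak also rises with its length. From the signal on the inactive X chromosome together with the genome-wide ChIP-seq data, the paper proposes that the AEBP2-containing complex occupies most PRC2 sites.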

Taken together with our genome-wide ChIP-seq data, this suggests that the PRC2.2 subcomplex localises to the majority of all PRC2 sites in stem cells.

### Loss of AEBP2 leads to a small increase of H3K27me3 at PRC2 target genes

Mutations in PRC2 core components result in a complete loss of H3K27me3, whereas removal of JARID2 shows no difference in global H3K27me3 levels. Similarly, we observed that *Aebp2^tr/tr^* mESCs showed no detectable variation in global levels of H3K27me1/2/3 (Fig. 4A) and no changes in the expression of PRC2, PRC1 or Trithorax-group proteins (Fig. S4A). Consistent with this observation, expression of PcG target genes in *Aebp2^tr/tr^* mESCs was largely unaffected (Fig. S4B). *Aebp2^tr/tr^* mESCs were able to differentiate into embryoid bodies following withdrawal of leukaemia inhibitory factor (Fig. S4C). This latter observation contrasts with *Jarid2* null mESCs, which fail to differentiate, and mESCs mutant for core components *Ezh2* and *Eed*, which are able to differentiate albeit with gene expression defects (Shen et al., 2008, 2009; Peng et al., 2009; Landeira et al., 2010; Leeb et al., 2010; Li et al., 2010; Pasini et al., 2010).

**Fig. 4.**
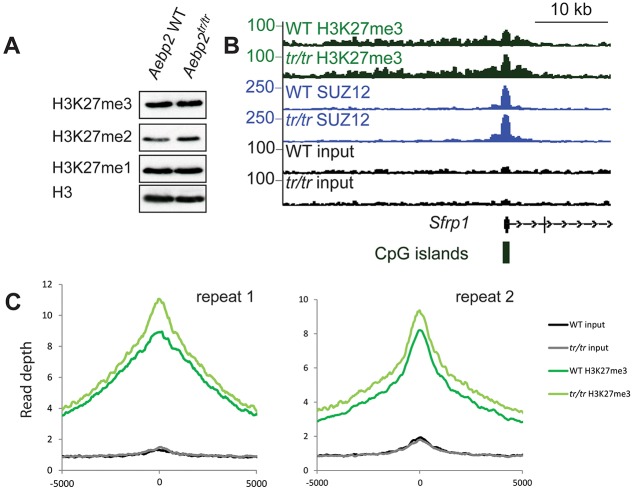
***Aebp2^tr/tr^* cells show a small increase in H3K27me3 at PRC2 target sites.** (A) Immunoblot of global H3K27me0/1/2/3 levels in *Aebp2* WT and *Aebp2^tr/tr^* mESCs. (B) ChIP-seq profile for H3K27me3, SUZ12 and input in *Aebp2* WT and *Aebp2^tr/tr^* mESCs at the *Sfrp1* gene. (C) A metaplot of H3K27me3 ChIP-seq signal at AEBP2 sites in *Aebp2* WT and *Aebp2^tr/tr^* mESCs plotted across a 10 kb window for two repeats of the ChIP-seq experiment.

ChIP-seq analysis in *Aebp2^tr/tr^* mESCs did not reveal obvious differences in distribution or localisation of PRC2 (SUZ12 and H3K27me3) in *Aebp2^tr/tr^* compared with WT mESCs. Examples of the CpG island promoter of *Sfrp1* and across the *HoxA* cluster are shown in Fig. 4B and Fig. S4D. Thus, AEBP2 is not required for PRC2 recruitment to known target sites.

Interestingly, meta-analysis of all AEBP2 target sites revealed elevated levels of H3K27me3 in the mutant compared with WT mESCs. There was no consistent change in occupancy levels for the core PRC2 subunit SUZ12 (Fig. 4C; Fig. S4E), indicating that elevated H3K27me3 is linked to increased specific activity of PRC2. An increase of H3K27me3 at Polycomb loci in the *Aebp2^tr/tr^* mESCs is an effect that has been observed in Trithorax mutants and is therefore consistent with the phenotypes we see in *Aebp2^tr/tr^* embryos (Fig. 1C,D; Table 1). Given that a previous report indicated that AEBP2 could stimulate, rather than inhibit, PRC2 activity *in vitro* (Kalb et al., 2014), we speculate that the lack of AEBP2 within the PRC2 complex would be unlikely to account for an increase of H3K27me3. Instead, we hypothesise that the formation of a hybrid JARID2/PCL2-PRC2 complex formed in the absence of AEBP2 could potentially account for the Trithorax phenotype of null embryos and elevated H3K27me3 in *Aebp2^tr/tr^* mESCs. However, we cannot exclude other possibilities that may cause this effect including over-activity of PRC1 at specific sites (even though there is no global change in H2AK119u1) or a reduced turnover of PRC2.

### Conclusions

Here, we present a detailed characterisation of the PRC2 subunit AEBP2. We show that AEBP2 is exclusively present in a PRC2 subcomplex that also contains JARID2 and which localises to all Polycomb target sites in mESCs and on the inactive X in female mouse trophoblast stem cells. Despite our evidence that AEBP2 acts solely in the PRC2 complex, we observed an unexpected Trithorax phenotype in *Aebp2^tr/tr^* mice. Consistently, we also detected an increase of H3K27me3 levels at Polycomb target sites in *Aebp2^tr/tr^* mESCs. Notably, there was no loss of SUZ12 enrichment at Polycomb target sites in *Aebp2^tr/tr^* mESCs, suggesting that AEBP2 does not function in recruitment of PRC2. We do, however, find that AEBP2 orchestrates the accessory subunit composition of PRC2, as loss of AEBP2 leads to a reduction of JARID2 association and formation of a hybrid complex including PCL2. This is consistent with the central positioning of AEBP2 within the PRC2 complex as analysed by electron microscopy (Ciferri et al., 2012). Future structural studies of PRC2, including accessory subunits, will be essential to elucidate the role of AEBP2 in defining accessory subunit composition.

## MATERIALS AND METHODS

### Mice

Mice were housed in the Biomedical Sciences Building at the University of Oxford, where all procedures were approved by local ethical review committee and licensed by the Home Office under the Animals (Scientific Procedures) Act 1986. For details of transgenic line production, see supplementary Materials and Methods.

### Cell culture

Cell lines used in this study are listed in Table S1. Cell culture methods are described in supplementary Materials and Methods. Analysis of mRNA transcripts was carried out as detailed in the supplementary Materials and Methods (see Table S4 for primers).

### The *Aebp2^tr/tr^* allele and mouse skeletal preparations

The *Aebp2^tr/tr^* allele was created by targeting a vector containing an in-frame STOP cassette to mm9 genomic coordinates 140580317-140580630 (full details of targeting vector are provided in the supplementary Materials and Methods). 

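In mm9 these positions lie on chromosome 6 within Aebp2 (ENSMUSG00000030232), which spans 140570970 to 140626993 on the plus strand. The targeted stretch from 140580317 to 140580630 measures 314 bp, begins 9347 bp after the first transcription start site of the gene and has a GC content of 43.6%. The GENCODE annotation lists 14 Aebp2 transcripts. In 9 of them the stretch is intronic, between 4738 and 8737 bp after the end of the exon before it and 1579 bp before the next exon, which starts at 140582210 and ends at 140582417. The other 5 transcripts start after it. In Aebp2-001, which has 8 exons, it lies between exons 1 and 2. The stretch overlaps no annotated exon, untranslated region or coding sequence of Aebp2. Its first 40 bases on the plus strand are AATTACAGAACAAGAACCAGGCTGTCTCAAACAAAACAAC. The CpG-island-like region at the start of the gene, from 140571271 to 140573720, lies upstream of the stretch.

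**Figure D4:**
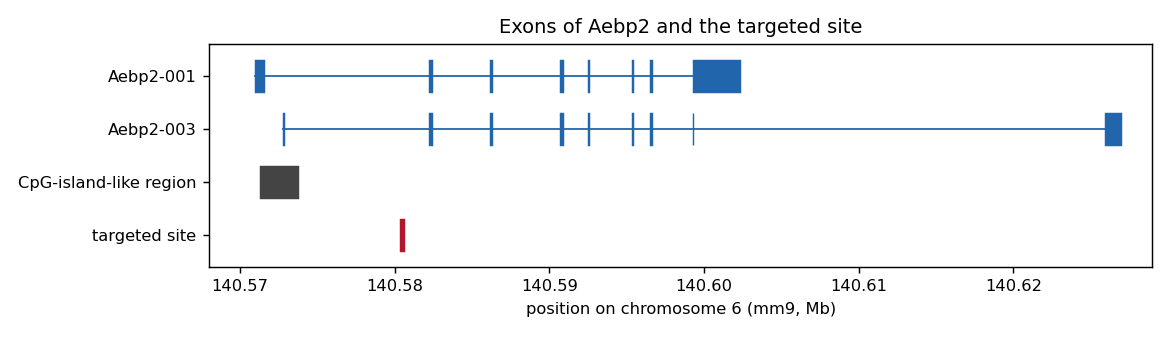
Map of Aebp2 on chromosome 6 (mm9, position in Mb on the x axis), with the exons of transcripts Aebp2-001 and Aebp2-003, the CpG-island-like region and the targeted stretch of 314 bp. The stretch lies between exons 1 and 2 of Aebp2-001.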

Targeting the *Aebp2* locus was carried out using standard procedures and is detailed in the supplementary Materials and Methods. Skeletal preparations were made from embryonic day (E)18.5 mice and analysed under a stereomicroscope as described previously (Akasaka et al., 1996).

### Mass spectrometry analysis of eptitope-tagged AEBP2 protein complexes

Full-length mouse AEBP2 (496 amino acids) with an N-terminal Flag-StrepII (FS2) tag was expressed from the mammalian expression plasmid pCAG in E14 mESCs (for details, see supplementary Materials and Methods and Table S2 for primers). Nuclear cell extract was prepared and FS2-containing protein complexes immunoprecipitated in the presence of benzonase as described by Farcas et al. (2012). The analysis of immunoprecipitated digested material was performed by LC-MS/MS (full details in supplementary Materials and Methods). Full details of size exclusion chromatography are included in the supplementary Materials and Methods.

### Antibodies

Rabbit polyclonal antibodies were raised (Eurogentec) against full-length mouse AEBP2 and purified using protein A. For details, see supplementary Materials and Methods and for validation of antibody see Fig. S2. See Table S3 for details of other antibodies used.

### Chromatin immunoprecipitation

ChIP for FS2-tagged AEBP2 was performed as described (Farcas et al., 2012) except that we used rProtein A Sepharose beads (GE Healthcare) that had been blocked for 1 h at 4°C with 1 mg/ml bovine serum albumin and 1 mg/ml yeast tRNA (Sigma). ChIP for endogenous proteins was performed as described (Stock et al., 2007), except approximate concentration after sonication was measured by measuring absorbance using the Nanodrop ND-1000 (ThermoScientific) and 200 µg of chromatin was used per immunoprecipitation and after the washes DNA was purified using ChIP DNA Clean & Concentration columns (Zymo Research) and eluted in 10 µl volume. Preparation of ChIP-seq libraries and bioinformatics analysis is described in the supplementary Materials and Methods.

### MRI and microCT

Embryos were analysed by MRI and micro-CT. E15.5 embryos, generated by timed mating of *Aebp2* heterozygous mice, were dissected into warm HANKS BSS without calcium/magnesium (Sigma, H4641) with 5 mM EDTA, warmed to 37°C, for culling by exsanguination in ice-cold PBS. Embryos were fixed for 3 days in 4% paraformaldehyde with 2 mM Gd-DTPA (gadolinium) as a contrast agent and MRI was performed as previously reported (Schneider et al., 2004). For higher resolution images, following MRI scan, selected embryos were scanned by microCT. Prior to microCT, embryos were incubated in 100% Lugol's solution for 4 days (to achieve soft tissue contrast) and embedded in a tube with 1% agarose. Datasets generated by both scanning techniques were analysed using Amira 5.3.3 software (FEI Visualization Sciences Group, Merignac, France).

How the deposited data were processed for this re-analysis (not part of the article)

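The data were 5 lists of ChIP-seq peaks from wild-type mESCs, for endogenous AEBP2 (replicates 1 and 2), H3K27me3 (replicates 1 and 2) and FS2-AEBP2 (1 sample, no replicate). Lists and samples were matched by the sample records, and conditions were taken from the sample labels and the paper. The names of the H3K27me3 lists seem to carry the opposite replicate number to the records, which were followed, so which H3K27me3 list is replicate 1 and which is replicate 2 is uncertain. The labels name the antibody against H3K27 without its methylation state, and the paper names the mark H3K27me3. The SUZ12 samples, the inputs and the Aebp2 tr/tr samples were not analysed here, so no passage was written for the claims about SUZ12 or the mutant cells.

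The authors aligned the reads, called peaks in each sample and deposited for each peak its start, its end and a whole-number score. MACS2 is named as the caller in the peak names of AEBP2 replicate 1 and FS2-AEBP2 only, and the layout of all 5 lists is that of broad peaks. The paper's text does not give the peak caller, its version, the thresholds, the aligner, the treatment of duplicate reads or the control library, and refers to supplementary methods for them. The scale of the deposited score is not stated, so scores were compared only within a list. The scores ran from 1 to 148 in AEBP2 replicate 1, to 193 in AEBP2 replicate 2, to 130 for FS2-AEBP2, and to 58 and 106 in the H3K27me3 replicates. The lists fit the mm9 build by chromosome lengths and by the position of HoxA in Fig. 3A. The number of reads per sample is not in the lists, so the depth is taken as unknown. The names of the 4 endogenous lists seem to carry a quantity that resembles a number of reads, but what it counts is not stated and it was not used. The number of peaks called in a sample rises with its depth and falls with a stricter threshold, which limits comparisons of numbers of peaks between samples.

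What was computed from the lists is as follows. Peaks on chromosomes 1 to 19, X and Y were used, which left out 2 of the 2879 peaks of AEBP2 replicate 1 and 13 of the 9288 of H3K27me3 replicate 2. Peaks of both replicates of a target were joined where they overlapped by at least 1 bp, and joined regions with a peak of each replicate were kept. Percentages of overlapping peaks are given with 95% Wilson intervals. Each overlap was tested against 1000 placements in which every peak of the tested list was moved to a random position on its own chromosome, as a one-sided permutation test whose smallest p is 0.001. These placements do not keep the preference of the peaks for promoters, so an overlap above them shows only that 2 lists share sites more than random positions do. The shares with and without H3K27me3 among promoters with a CpG-island-like region limit this. These promoters were not matched on GC content or CpG number. Promoters were 1 kb on either side of the start site of each protein-coding gene in GENCODE vM1. CpG-island-like regions were joined windows of 500 bp, taken every 10 bp, with a GC content of at least 55% and an observed to expected CpG ratio of at least 0.65. On simulated lists with 60% of peaks planted in H3K27me3 regions and the rest outside them, the overlap was counted as 60.0% for lists of the size of AEBP2 replicate 1, AEBP2 replicate 2 and FS2-AEBP2. This value is fixed by construction and checks only the counting. Of 20 random lists each, tested with fewer than 1000 placements, 2, 2 and 1 had a p under 0.05.

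Alternatives set before the data were examined were a minimum overlap of 50% of the peak, only peaks with a score at or above the median of their list, peaks of either replicate, each replicate left out in turn, H3K27me3 peaks of the same replicate number, peaks within 1 kb joined, all sequences of the lists, the peaks of a whole chromosome shifted together, and promoters of 2.5 kb. The genes and peaks named are those set before the data were examined, namely the Hox clusters, Gata6, Sfrp1, Aebp2 and the 3 peaks with the highest score in each list. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.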

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

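The paper does not report the AEBP2 peaks outside H3K27me3, or the FS2-AEBP2 peaks that no other list holds. All tests of the former were chosen after the result was seen. Of the 3 tests of the latter, the one on extra copies of the region was chosen after the result was seen.

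Of the 2410 AEBP2 regions found in both replicates, 613 had no H3K27me3 peak in either replicate, and 457 of these (74.6%) lay within 1 kb of a protein-coding transcription start site. They include the highest-scoring AEBP2 peaks, since in replicate 1 only 1 of the 44 peaks with a score of 50 and above overlapped H3K27me3, and in replicate 2 only 25 of 116 did. Several technical explanations were tested. The 613 regions were chosen to hold a peak of each replicate, so their repeat cannot test whether such peaks are weak or unrepeatable. Of the 772 replicate 1 peaks without H3K27me3, 81.9% (interval 79.0 to 84.4) overlapped a replicate 2 peak, against 0.617% after random placement. Most replicate 1 peaks without H3K27me3 were thus found again. The reverse share, for the 3090 replicate 2 peaks without H3K27me3, is not given here. They could also be PRC2 sites whose H3K27me3 fell under the authors' threshold. FS2-AEBP2 held 10.4% (8.41 to 12.7) of the replicate 1 peaks without H3K27me3, against 68.3% of those with H3K27me3 at matched scores. These peaks were not matched on length, with a median of 397 bp without H3K27me3 and 1782 bp with it. FS2-AEBP2 was also found at only 5.65% of the shortest H3K27me3 regions, against 61.3% of the longest. The comparison therefore cannot exclude missed H3K27me3. A preference for GC-rich promoters would not account for a sequence word in excess over promoters matched on GC content and CpG number. Such a word bears only on the regions that hold it, and leaves this preference open for the others. A search of sequence words of 10 bases on the odd-numbered chromosomes ranked the palindrome GCGCATGCGC first among 137 words. On the other chromosomes, which were not used in the search, it was found within 301 bp windows at 8.50% (5.83 to 12.3) of 294 AEBP2 regions without H3K27me3. The comparison was with 1470 draws of promoters matched on GC content and CpG number that had no AEBP2 or H3K27me3 peak. Of these draws 1.02% had the word (odds ratio 9.01, Fisher's exact test, two-sided p = 5.22e-11). The promoters came from all chromosomes, including those of the search, and the same promoter could be drawn repeatedly. The test counts repeated draws as independent, so its p overstates the evidence. The same word was found at 0.244% of the AEBP2 regions with H3K27me3 and at 0.0781% of FS2-AEBP2 peaks. These 2 sets were not matched on GC content, promoters or length. Regions with H3K27me3 had a median of 2868.5 bp against 719 bp without it, so the window held less of each. As 82.5% of FS2-AEBP2 peaks overlap H3K27me3, their share does not show that the tagged protein avoids the word. From the excess over matched promoters, a candidate explanation is that another DNA-binding factor occupies part of these promoters, and that the antibody against endogenous AEBP2 recovers it or recovers AEBP2 together with it. The word resembles the recognition sequence of the transcription factor NRF1, which was not tested. Most regions without H3K27me3 lack the word, so the explanation would cover only some of them. Whether the antibody or AEBP2 itself is responsible was not tested, since no AEBP2 ChIP from mutant cells was analysed here, and binding by a form of AEBP2 that the tagged protein does not reproduce stays open. FS2-AEBP2 also differs from the endogenous ChIP in protocol and expression.

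Of the 2884 FS2-AEBP2 peaks, 269 overlapped no peak of the other 4 lists, and 42 of these (15.6%) were on chromosome 13, with 32 between 21259400 and 23622305. They were short, with a median length of 188 bp in that region. The tests used the B box, a promoter element of tRNA genes and other genes transcribed by RNA polymerase III, as the sequence GGTTC, G or A, A, any 2 bases, CC. Within 150 bp of their centre, 71.9% (54.6 to 84.4) of the 32 peaks had a B box on either strand, against 1.30% at random positions of the same region (permutation test, p = 0.001, the smallest that the placements can give). Extra copies of this region in the FS2-AEBP2 cells would raise the signal without regard to such elements, and so do not alone account for where the peaks lie. They could still lift sites with a weak signal over the threshold. The test therefore cannot exclude them as a reason why these peaks were called only for FS2-AEBP2. On the other chromosomes, 17.4% (13.9 to 21.5) of the 386 FS2-AEBP2 peaks without H3K27me3 had a B box, against 0.613% at random positions (permutation test, p = 0.001), while FS2-AEBP2 peaks with H3K27me3 had one in 0.420%, which is not above random positions (0.590%, p = 0.89). Of the 227 FS2-AEBP2 peaks on the other chromosomes that no other list holds, 4.41% had a B box. This is consistent with recovery of genes transcribed by RNA polymerase III. The beads for the FS2-AEBP2 ChIP were blocked with yeast tRNA, and a step used only in that ChIP would leave the endogenous lists without such sites. However, 1.68% (1.29 to 2.20) of the 3090 AEBP2 replicate 2 peaks without H3K27me3 and 4.92% of the 772 of replicate 1 had a B box, both above random positions (0.590% and 0.591%, permutation test, p = 0.001 for each). Of the 103 B boxes between 21259400 and 23622305, 49 lay within 150 bp of an FS2-AEBP2 peak, 25 of a peak of AEBP2 replicate 2 and 11 of a peak of AEBP2 replicate 1. A step of the FS2-AEBP2 ChIP is thus not the whole cause, though it may add to the number of sites there. The H3K27me3 lists had a peak within 150 bp of 1 of these B boxes in replicate 1 and of 4 in replicate 2, so few were recovered with that antibody. General recovery of strongly transcribed, open chromatin stays open, because the inputs and an antibody against an unrelated protein were not analysed here. The design gives no condition under which a biological explanation could be tested.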

How the results depend on the processing

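For the 7 overlaps tested against random placement, 46 alternatives with a test were set before the data were examined. All kept the direction and a p under 0.05 in the permutation test, with p = 0.001 in each. This is the smallest p that the placements can give, so it does not measure how stable an overlap was. The percentages themselves moved. The share of peaks with H3K27me3 ranged from 67.7% to 73.2% for AEBP2 replicate 1, from 45.3% to 58.7% for AEBP2 replicate 2 and from 78.5% to 85.8% for FS2-AEBP2, lowest in each case when only H3K27me3 peaks with a score at or above the median were used. The share of H3K27me3 regions with AEBP2 ranged from 7.07%, when AEBP2 had to cover at least 50% of the region, to 52.1%, when a peak of either AEBP2 replicate counted.

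Leaving out 1 H3K27me3 replicate at a time gave from 71.6% to 72.6% for AEBP2 replicate 1, from 51.6% to 52.7% for AEBP2 replicate 2 and from 82.4% to 82.8% for FS2-AEBP2. The share of H3K27me3 regions with AEBP2 was from 11.6% to 50.6% across the 4 fits that each left out 1 replicate, and was highest without AEBP2 replicate 1. For FS2-AEBP2 peaks with endogenous AEBP2 it was from 59.0% to 80.8%, and for H3K27me3 promoters with AEBP2 from 39.5% to 66.5%. Each of these was highest when AEBP2 replicate 2, which has the most AEBP2 peaks, stood alone for AEBP2. For the overlaps between replicates themselves no replicate can be left out. Counting a peak of either AEBP2 replicate moved the H3K27me3 promoters with AEBP2 from 38.7% to 68.1%, and counting an H3K27me3 peak of either replicate lowered them to 31.1%.

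Keeping scores at or above the median left 1520 peaks in AEBP2 replicate 1, 3776 in AEBP2 replicate 2, 1481 for FS2-AEBP2 and 1288 joined AEBP2 regions, by construction of that alternative. The AEBP2 peaks were also paired as a block with the H3K27me3 peaks of the same replicate number. The overlap was then 71.6% for replicate 1 and 51.6% for replicate 2, and p stayed at the smallest value of the permutation test. The numbering of the H3K27me3 replicates is uncertain, and with it swapped these values would be 72.6% and 52.7%. With 2 replicates, and with no statement that a number marks a shared culture or day, the numbers do not pair the samples. The lists hold no read counts, so how far the larger number of peaks in AEBP2 replicate 2 follows its depth was not tested.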

Differences from the paper's values

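The paper gives 1846 AEBP2 peaks for the heat map of Fig. 3B, without naming the list. AEBP2 replicate 2 holds 6779 peaks. None of the alternatives set before the data were examined closed this gap, with 6481 peaks after joining those within 1 kb, 3776 with a score at or above the median and 6779 on all sequences. AEBP2 replicate 1 holds 2877 peaks and the regions found in both replicates number 2410, also above the paper's number, but with only scores at or above the median they fall below it, to 1520 and 1288. The standard deviation of the 2 replicate counts was 2759 peaks. Replicate 2 lies further from the paper's number than this, while replicate 1 and the joined regions do not. A spread from 2 values is too uncertain to judge the gap. Several overlap counts come near 1846, among them 1833 FS2-AEBP2 peaks that overlap an AEBP2 region found in both replicates, and also 1833 that overlap H3K27me3 after joining peaks within 1 kb. Nothing in the paper's text ties its number to any of these.

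The paper states that most AEBP2-bound sites also carry H3K27me3. The tally is 71.6% in AEBP2 replicate 1 and 82.5% for FS2-AEBP2, a majority under every alternative. In AEBP2 replicate 2 it is 51.5% and falls below a majority under 2 alternatives, to 45.3% with only H3K27me3 peaks of a score at or above the median and to 49.9% with peaks within 1 kb joined. From its Fig. 3B the paper proposes that AEBP2 is not found at sites other than PRC2 targets, whereas 613 AEBP2 regions found in both replicates had no H3K27me3 peak in either replicate. SUZ12 was not analysed here. The discussion states that the AEBP2 complex is at all Polycomb target sites. Of the H3K27me3 regions found in both replicates, 27.4% overlapped AEBP2 in both replicates and 53.3% overlapped a peak of any of the 3 AEBP2 lists. With only H3K27me3 peaks of a score at or above the median, 40.6% overlapped AEBP2 in both replicates. These shares are not the paper's measure. Its evidence includes AEBP2 signal at SUZ12 sites, JARID2 and PCL3 peaks, and published bivalent promoters, none of which were counted here. Nearer to the last are promoters with H3K27me3 and a CpG-island-like region. Of these, 44.0% had AEBP2 in both replicates and 76.5% in either replicate.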

Other observations

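The tests in this part were chosen after the results were seen.

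Sfrp1, which the paper shows for H3K27me3 and SUZ12 in WT and mutant cells, lies on the plus strand of chromosome 8 from 24521974 to 24560104. In the WT lists its transcription start site region had 1 peak in each list. The AEBP2 peaks measured 1016 bp in replicate 1 and 969 bp in replicate 2, the FS2-AEBP2 peak 671 bp, and the H3K27me3 peaks 8762 bp and 4840 bp. The mutant cells were not analysed here.

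FS2-AEBP2 had 1 peak within Aebp2, from 140582183 to 140582327 on chromosome 6, with a score of 6, and the other 4 lists had none in the gene. Of its 145 bp, 118 bp lie in exon 2 of Aebp2, from 140582210 to 140582417. One peak is little evidence, but a candidate explanation is reads from the coding sequence of the expression plasmid, which would align to exons. In this case the peak would mark the plasmid and not binding of AEBP2 to its own gene. The plasmid expressed full-length AEBP2, so such reads should also reach the other coding exons, where no peak was called. This goes against the explanation, though a signal under the authors' threshold would be missed. Copies of the plasmid in the DNA of the cells and fragments bound by the tagged protein were not separated by any test.

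The 3 highest-scoring peaks of H3K27me3 replicate 2 all lie in the array of 5S rRNA genes on chromosome 8, where 51 annotated 5S genes lie between 126062686 and 126147645. They run from 126124403 to 126125202, from 126099330 to 126099608 and from 126141305 to 126141565, with scores of 106, 76 and 71. This list had 9 peaks in the array, of 139 to 800 bp, which covered 3.37% of it, and 7 of the 9 overlapped peaks of both AEBP2 replicates and of H3K27me3 replicate 1. FS2-AEBP2 had 1. More copies of the array in the cells than in the reference could give short peaks at the same positions with both antibodies, as these 7 peaks show, but so could the mark and AEBP2 at the array, and these cannot be told apart without the inputs. In H3K27me3 replicate 1 the 3 highest-scoring peaks lay at Wnt10a (chromosome 1, 74832554 to 74855118), Tmem59l (chromosome 8, 73007503 to 73025152) and 1114 bp from Gm1979 (chromosome 5, 26332452 to 26338530), and all were also H3K27me3 peaks in replicate 2.

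Chromosome 8 held 7.54% of the AEBP2 peaks in replicate 1 and 7.08% in replicate 2, and 7.97% and 6.57% of the H3K27me3 peaks, but 4.61% of the FS2-AEBP2 peaks and 4.84% of protein-coding genes (Fisher's exact test against FS2-AEBP2, two-sided p from 4.55e-11 to 0.000103, with the largest at 0.000414 after Bonferroni adjustment for the 4 comparisons). Peaks cluster, so these p-values overstate the evidence. An extra copy of chromosome 8 in the wild-type cells of the endogenous ChIP could raise all 4 lists. In that case the endogenous scores of sites shared with FS2-AEBP2 would rank higher on chromosome 8 than on every other chromosome. By the median difference in rank, chromosome 8 was the highest of 20 chromosomes for AEBP2 replicate 2 but rank 3 for AEBP2 replicate 1, where chromosome 16 was the highest. An extra copy and a real difference in sites cannot be told apart here, since the lists hold no input signal.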
